A study of Homo sapiens with 3 samples.

How the data were processed

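Small RNA was sequenced from extracellular vesicles released by primary human dermal microvascular endothelial cells, the cells that line the small blood vessels of the skin. Per the labels, confluent cells were moved to medium depleted of vesicles, the conditioned medium was collected, and vesicles were precipitated with a polyethylene glycol reagent. RNA was extracted with Trizol and column-purified, adaptors were ligated to the RNA ends, and cDNA was amplified by PCR, selected for short inserts and sequenced from one end, per the labels. A sequencing company carried out library preparation, mapping and quantification, per the labels. The labels do not state the aligner, the genome build, the miRNA annotation version, the strand setting or the handling of reads that match several entries. The molecule field of the labels reads polyA RNA and one protocol sentence speaks of mRNA sequencing, whereas the protocol steps and the miRNA names in the table are those of small RNA sequencing.

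The deposited table held raw read counts for 835 entries in 3 libraries, per the file headers. Of these, 741 carried known human miRNA names and 94 did not. The table also held TPM values made by the authors, which equalled each count divided by the total count of its library, times a common factor, with a largest difference of 3.36e-05. They therefore contained no length term. A further column held the authors' mean of the 3 count columns, and it was used only to check that it was that mean. All 3 libraries belonged to 1 group, so no comparison between groups was possible. No batch was given in the labels, and the labels do not say whether the libraries came from separate donors or cultures.

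Total counts were 6695518, 6636928 and 7481938 in replicates 1, 2 and 3. Shares were computed as counts over the library's total, with a 95% Wilson interval in each library and the mean and SD over 3 libraries. A count of 0 allowed a share of up to 4.48e-05%, 4.52e-05% and 4.01e-05% in replicates 1, 2 and 3, taking 3 counts as the floor. The labels mention no molecular identifiers for these PCR-amplified libraries, so intervals and floors cover counting error only. With 3 libraries, an exact two-sided sign-flip test cannot go below a p of 0.25, so ranks were compared by their order in each library.

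Agreement between libraries was measured by Pearson correlation on log2(CPM + 1), with CPM the count scaled by the library total, and by Spearman correlation, both across entries, which are not independent replicates. A chi-square test of homogeneity over entries with at least 10 counts in a pair was used to find libraries that differed by no more than counting error. The biological coefficient of variation, the spread beyond counting error, was estimated with edgeR 4.0.16 in R 4.3.3 with an intercept-only design and TMM scaling, for entries with at least 30 counts summed over libraries.

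Many precursors release a miRNA from each arm of their hairpin, 5p and 3p. The counts of both arms were compared with edgeR's quasi-likelihood test, with the library as a block, the library total as library size for both arms, and Benjamini-Hochberg adjustment at 0.05. Precursor names with both arms listed and at least 30 counts over arms and libraries were tested. Arms were paired by name alone, so a name with several loci does not stand for a single precursor. Because both arms were counted in one library, the block pairs them by construction. The arms differ in sequence, so differences in adaptor ligation are part of every ratio. In simulated counts for 168 precursors, 83 of 84 precursors changed by a log2 ratio of 3 were called with the right sign, and 0 unchanged precursors were called. The arm counts were simulated with a biological coefficient of variation of 0.4. In counts simulated for whole entries, the same value was recovered as 0.402 over 637 entries.

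The miRNA lists, the tests of the report, the naming rule and the alternatives were fixed before the data were examined, except 1 alternative. It counted mirrored entries on opposite strands once, and it was added after the facing pairs had been seen, together with its log2 limit of 0.2. The lists were the let-7 family, the miR-126 arms, the miR-17-92, miR-23-27-24 and miR-221-222 clusters, the group of miR-10, miR-99, miR-100 and miR-125, and marker lists for mesenchyme and muscle, epithelium, blood cells, liver and neurons, with a list of entries whose sequences resemble other RNA classes. The text names the 10 entries with the highest mean share, members of the lists, the 3 precursors with the largest log2 ratio towards each arm among those called with at least 10 counts in both arms of every library, and the 3 entries with the largest coefficient of variation among those with a mean of at least 100 counts. Hepatocyte and red cell marker lists and the tests of the closing section were set later, some of them after the results they measure were seen.

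Alternatives covered count minimums, pseudocounts, TMM against DESeq2 1.42.0 size factors, DESeq2 in place of edgeR, the deposited TPM values, totals without the most abundant entry or without the entries that resemble other RNA classes, pooled counts, no block, and leaving out each library. Loci were taken from GENCODE release 29 on GRCh38 by gene symbol, with a match for 724 of the 741 known entries. The table names no build, and a miRNA with several loci cannot be assigned to one of them. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.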

Results

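The miRNA counts of extracellular vesicle preparations from primary human dermal microvascular endothelial cells were profiled in 3 libraries of 1 group. The series concerns vesicle miRNAs from endothelial cells that act on fibroblasts. The 3 libraries describe which miRNAs were counted in polyethylene glycol precipitates of conditioned medium, and their shares of the counts. No medium-only library was analysed here, so RNA from outside the vesicles could not be told apart. Differences in adaptor ligation are part of every share. Total counts were 6695518, 6636928 and 7481938 in replicates 1, 2 and 3. Of the 835 listed entries, 612, 627 and 560 had at least 1 count in the same order of replicates, a mean of 599.7 ± 35.2 (SD, n = 3). All 3 libraries contained 419 of the entries, 126 were seen in 2 libraries and 290 in 1 library. Requiring at least 10 counts lowered the number found in every library to 377. The 419 shared entries held 99.9% of the counts. Entries without a known miRNA name held 0.0161% ± 0.00472 (SD, n = 3).

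The libraries were first compared with each other to measure the spread between replicates. Across the 835 entries, Pearson's r was 0.914 between replicates 1 and 2, 0.904 between replicates 1 and 3, and 0.916 between replicates 2 and 3. Spearman's rho was 0.751, 0.747 and 0.762 for the same pairs. Replacing the pseudocount of 1 by 0.1 moved the lowest r most, to 0.796, and the lowest rho moved most with entries of at least 10 counts in mean, to 0.801. Among the 156 entries with a mean of at least 1000 counts, r lay between 0.987 and 0.988. The chi-square statistic per degree of freedom was 212, 192 and 143 for the 3 pairs, so every pair differed by far more than counting error and no library was a copy of another. The biological coefficient of variation was 142% over 637 entries. The labels do not say whether the libraries came from separate donors, cultures or preparations, so this value and each SD may include technical as well as biological spread. It fell with abundance, from a median of 241% at mean counts of 10 to 100 to 24.9% at 1000 to 10000 and 18.2% at 100000 or more.

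**Figure D1:**
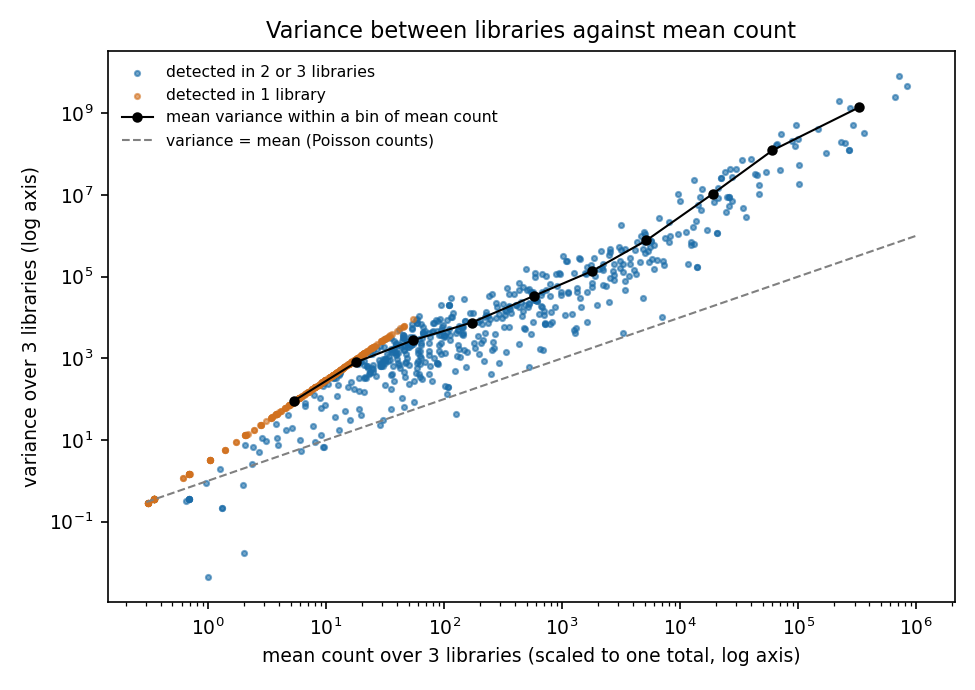
Variance between the 3 libraries against mean count, both on log axes, with a point for each entry, a solid line through the mean variance of bins of mean count and a dashed line where variance equals mean. The ratio of variance to mean was 50.7 at mean counts of 30 to 100 and 76.1 at 1000 to 3000.

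The coefficient of variation of the share had a median of 20.2% over the 304 entries with a mean of at least 100 counts and of 7.91% over the 20 most abundant entries. The most variable was miR-501-5p, with 2, 25 and 339 counts in replicates 1, 2 and 3 and a coefficient of variation of 152%. The other arm, miR-501-3p, had 339, 324 and 27 counts in the same order. The spread of miR-501-5p therefore does not describe both arms together. Next came entries of the miR-550 family with identical counts of 259, 0 and 66 and a coefficient of variation of 128%. The counts of these miR-550 entries are uncertain as separate measurements.

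The question of which miRNAs were most abundant was addressed by each entry's share of the library's counts. The most abundant entry in every library was miR-126-3p, at 12.1% ± 0.984 (SD, n = 3). Its gene MIR126 lies at chromosome 9, 136670602 to 136670686 (GRCh38), in an intron of EGFL7. Next came miR-151a-3p at 10.2% ± 1.31 (SD, n = 3), from MIR151A at chromosome 8, 140732564 to 140732653, in an intron of PTK2. The share of miR-99a-5p was 9.53% ± 0.712 (SD, n = 3), from MIR99A at chromosome 21, 16539089 to 16539169, in an intron of MIR99AHG. The order of miR-151a-3p and miR-99a-5p was reversed in replicate 2, so these entries were not separated beyond the spread between libraries. The share of miR-21-5p was 5.24% ± 0.261 (SD, n = 3), and it ranked 4 in every library. MIR21 lies at chromosome 17, 59841266 to 59841337, in an exon of VMP1.

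The other 6 of the 10 most abundant entries had shares between 3.32% and 4.23%. They were miR-221-3p at 4.23% ± 0.326, miR-27a-3p at 3.93% ± 0.527, miR-24-3p at 3.87% ± 0.162, miR-3074-5p at 3.86% ± 0.163, let-7i-5p at 3.59% ± 0.196 and miR-100-5p at 3.32% ± 0.203 (SD, n = 3 for each). MIR221 lies at chromosome X, 45746157 to 45746266, in an intron of MIR222HG, and MIR27A at chromosome 19, 13836440 to 13836517, in an exon of an annotated antisense gene without a symbol of its own. MIRLET7I lies at chromosome 12, 62603686 to 62603769, in an intron of a long non-coding gene, and MIR100 at chromosome 11, 122152229 to 122152308, in an intron of MIR100HG. The sequence of miR-24-3p comes from MIR24-1 at chromosome 9, 95086021 to 95086088, in an exon of C9orf3, and from MIR24-2 at chromosome 19, 13836287 to 13836359. MIR3074 lies on the opposite strand of MIR24-1, at 95086014 to 95086094, and the counts of miR-3074-5p were 269002, 245120 and 290129 against 269113, 245325 and 290257 for miR-24-3p. These entries are therefore uncertain as separate measurements. The rank of miR-27a-3p ranged from 5 to 10 among libraries. Of 10 neighbouring rank pairs, 6 had the same order in every library, and 9 entries were shared by the 3 sets of 10 most abundant entries. The widest Wilson interval in a single library was 0.0510 percentage points, narrower than the SD between libraries of each of these 10 entries.

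**Figure D2:**
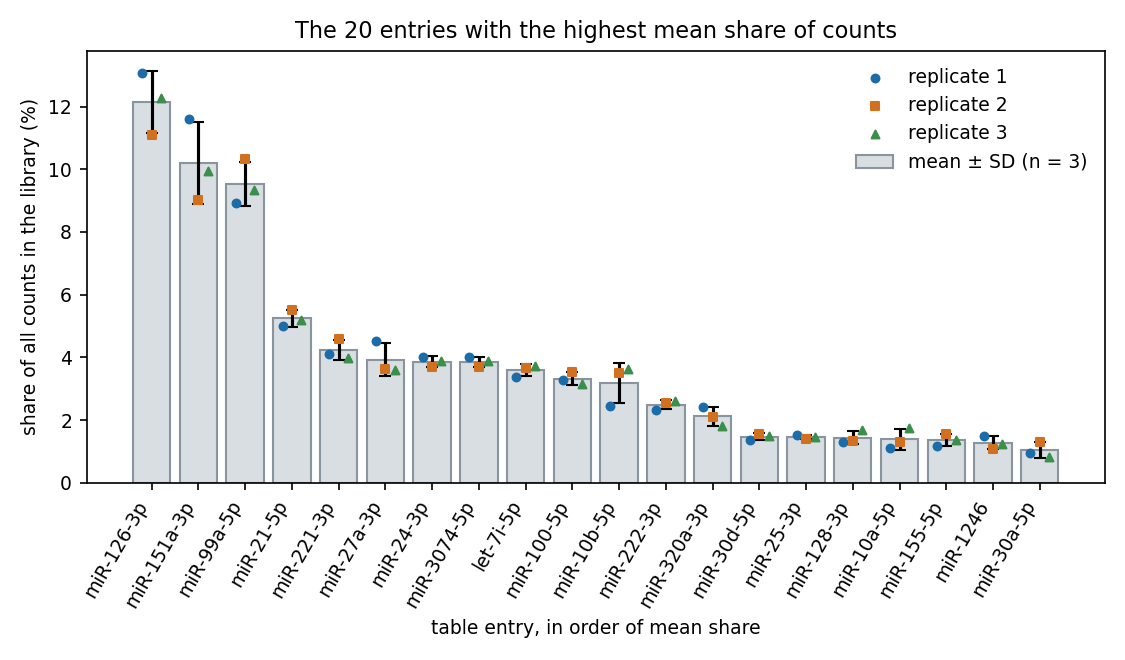
Share of all counts (percent) of the 20 most abundant entries, with a point for each library and the mean and SD of 3 libraries. The mean of miR-126-3p is 12.1%, and miR-24-3p and miR-3074-5p lie at nearly the same value in each library.

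The counts were concentrated in few entries. The 10 most abundant entries of each library held 60.1% ± 1.63 of the counts and the 20 most abundant held 77.2% ± 0.745 (SD, n = 3). In replicates 1, 2 and 3, 44, 45 and 45 entries held 90% of the counts. Counting mirrored entries once moved these values most, with 62.4% in the 10 most abundant entries.

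The summed shares of fixed miRNA lists were compared to describe the composition by family. The group of miR-10, miR-99, miR-100 and miR-125 held 18.7% ± 1.57 and the miR-126 arms 12.3% ± 1.01 of the counts (SD, n = 3). The miR-23-27-24 clusters held 9.18% ± 0.718, the miR-221-222 cluster 6.71% ± 0.380 and the let-7 family 6.17% ± 0.489 (SD, n = 3). The last 2 differed by less than the sum of their SDs. Within the let-7 family, let-7i-5p had 99.2 ± 14.4 times the count of let-7d-5p (SD, n = 3). The miR-17-92 cluster held 0.706% ± 0.0722 (SD, n = 3). Leaving miR-126-3p out of the total moved these values most and raised the group of miR-10, miR-99, miR-100 and miR-125 to 21.2%.

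Lists of markers for other cell types held smaller shares. The liver marker miR-122-5p held 0.199% ± 0.00590, the mesenchymal and muscle list 0.163% ± 0.00935, the blood cell list 0.0299% ± 0.00639 and the neuronal list 0.0276% ± 0.00468 (SD, n = 3). Of the neuronal value, miR-9-5p made up 0.0275%, and miR-124-3p had 12, 7 and 10 counts in replicates 1, 2 and 3. The neuronal value therefore rested on 1 entry. Of the mesenchymal and muscle value, miR-199a-3p made up 0.119%. The count of miR-122-5p was identical in every library to that of a second entry, miR-122b-3p, so its value is uncertain. The epithelial list held 0.000682% ± 0.000857 (SD, n = 3). This value rested on replicate 3, where miR-203a-3p had 118 counts, and it was 0.000188% without that library. The counts of miR-203a-3p were identical in every library to those of miR-203b-5p, so the epithelial value is also uncertain. Of the 7 members of the epithelial list, 3 were listed. The entries whose sequences resemble other RNA classes held 1.28% ± 0.210 (SD, n = 3), with 11 of 20 members listed. Of this, miR-1246 made up 1.27% ± 0.211 (SD, n = 3). Its precursor shares 19 nt with U2 small nuclear RNA.

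**Figure D3:**
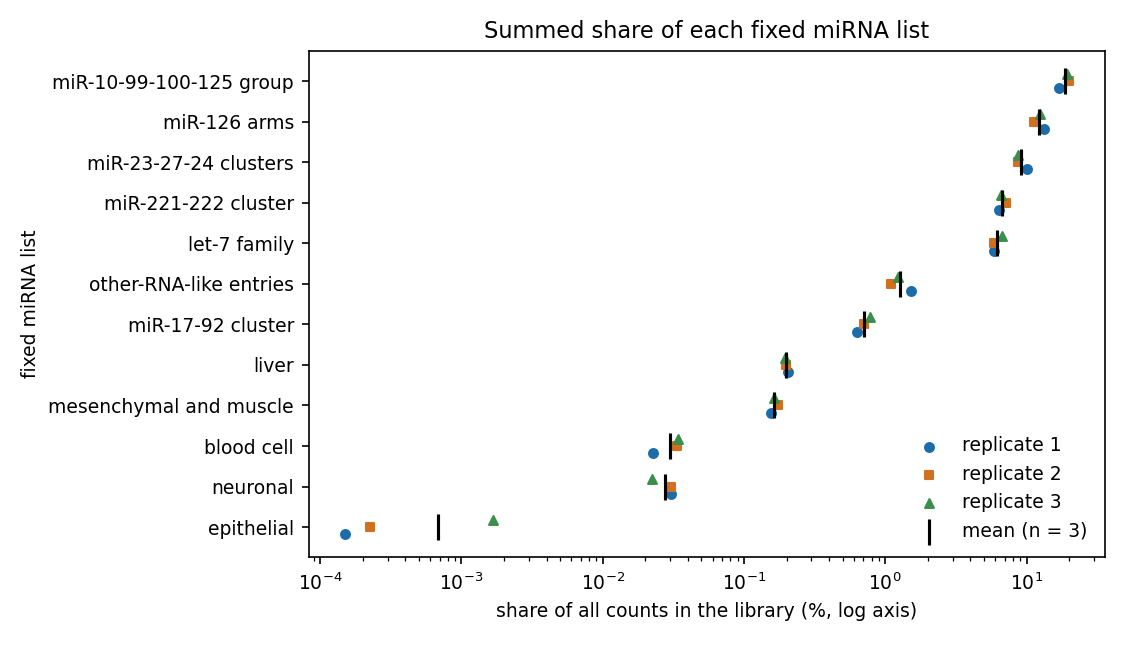
Share of all counts (percent, log axis) of each fixed miRNA list, with a point for each library and the mean of 3 libraries. The group of miR-10, miR-99, miR-100 and miR-125 has the largest mean at 18.7%, and the epithelial list has the smallest mean at 0.000682% and the widest relative spread.

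Whether the arms of one precursor were present at unequal levels was tested for 168 precursors. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 71 precursors had unequal arms, 40 with more 5p and 31 with more 3p. The direction was the same in all 3 libraries for each of the 71. These numbers count some reads more than once. The entries of miR-122 and miR-122b mirror each other, as do those of miR-338 and miR-3065, so each pair was called once towards each arm on the same reads. These names were chosen after their values were seen. With mirrored entries counted once, 77 of 160 precursors were called, 44 with more 5p and 33 with more 3p, and 67 of the 68 of the 71 that could still be tested were among them. DESeq2 called 109. Leaving out replicate 1, 2 or 3 gave 23, 0 and 54 calls. Each of these fits had 2 libraries and so fewer degrees of freedom to estimate spread, which by itself can cost calls. The number therefore rested both on how many libraries were included and on which. Without replicate 2, 63 precursors had an unadjusted p under 0.05. In 24 of the 71, an arm had under 10 counts in some library, where a fitted ratio is uncertain.

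Among called precursors with at least 10 counts in both arms of every library, the largest ratios towards 3p were those of miR-27a, miR-151a and miR-23a. Their log2 ratios of 5p over 3p were -12.05, -11.79 and -10.03, with per-library SDs of 0.97, 0.69 and 0.52, and all had an adjusted p of 0.00428 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest towards 5p were miR-21 at 11.42 ± 0.74, miR-181a at 8.15 ± 1.02 and miR-744 at 7.57 ± 1.36 (SD, n = 3), with adjusted p of 0.00428, 0.00642 and 0.0107 in the same edgeR test. Each had the same direction in 3 of 3 libraries. Without replicate 2 none of these 6 passed the threshold, and without replicate 3 miR-744 did not pass it either. The sequence of miR-181a-5p comes from MIR181A1 and MIR181A2. A 3p arm of MIR181A2 is listed separately as miR-181a-2-3p and was left out of the ratio. The miR-181a value is therefore not the arm ratio of a single precursor.

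**Figure D4:**
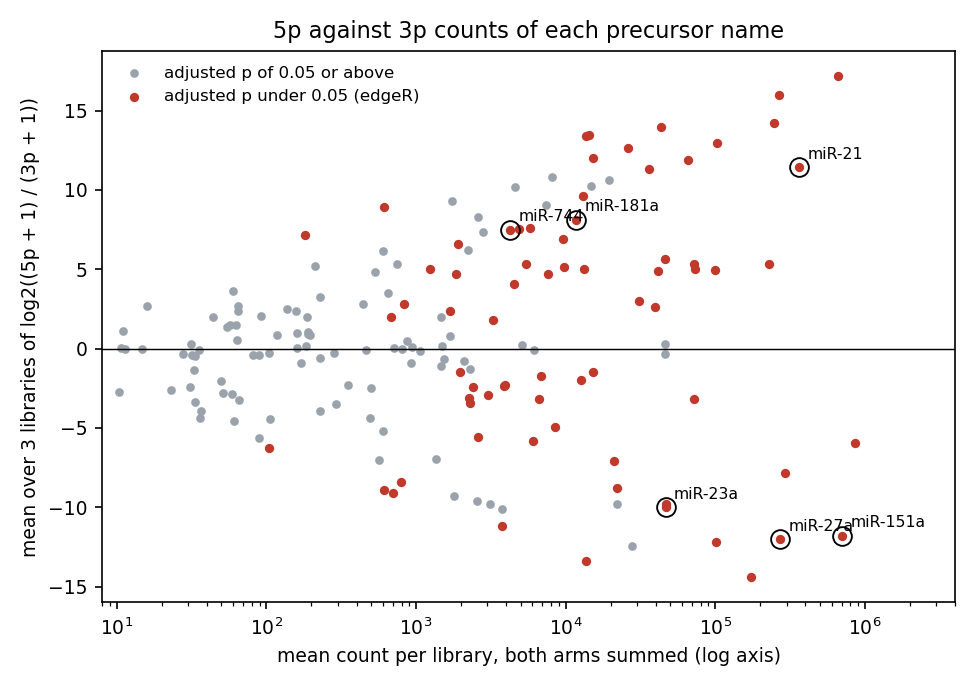
Mean over 3 libraries of log2((5p + 1) / (3p + 1)) against the precursor's mean count per library (log axis), for the 168 tested precursors, with called precursors in red and the 6 named ones ringed. The 40 called precursors above 0 have more 5p and the 31 below 0 have more 3p.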

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

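The alternative that counted mirrored entries on opposite strands once was chosen after the counts were seen. Of 308 alternative values, 50 could not change beyond rounding by construction and say nothing about stability. They are those from the deposited TPM values, from the count filter on the arm test that removed nothing, from a scaling common to both arms, and from rank measures under another pseudocount or total. Of the other 258 values, 208 moved by less than the spread between libraries, stayed near the count or kept their side of the threshold. The other 50 did not. The 208 include the shares and concentration measures recomputed with a replicate left out. Such a mean cannot move by as much as the SD of the full set of libraries. Those values were therefore bound to stay within the limit and are no test of stability either. For counts of arm calls, near was a wide limit. It took in 60 calls with more 5p under DESeq2 against 40, and 91 calls without the replicate block against 71. The signs of the 6 named precursors, picked for their large ratios, are no test of stability. The cause of the changes below was not tested, except where fewer libraries, fewer entries or a smaller total entered by construction.

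The lowest Pearson r of 0.904 became 0.796 with a pseudocount of 0.1 and 0.882 with entries of at least 10 counts in mean, and ranged from 0.904 to 0.916 across the 3 fits that each left out one replicate. The lowest Spearman rho of 0.747 became 0.801 with at least 10 counts in mean and 0.736 with mirrored entries counted once, and ranged from 0.747 to 0.762 when one replicate was left out. The biological coefficient of variation of 142% became 159% with no filter and 37.9% with at least 300 counts, and ranged from 119% to 133% when one replicate was left out. Low-count entries therefore set this value.

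With mirrored entries counted once, the 10 most abundant entries held 62.4%, the 20 most abundant 78.3% and the liver marker 0.210% of the counts, and 41.7 entries on average held 90%. Without miR-126-3p in the total, the miR-126 arms held 0.225%, the let-7 family 7.03%, the miR-17-92 cluster 0.804%, the miR-23-27-24 clusters 10.4%, the miR-221-222 cluster 7.64%, the group of miR-10, miR-99, miR-100 and miR-125 21.2%, the mesenchymal and muscle list 0.186% and the liver marker 0.227%. The rises follow from the smaller total, and the fall of the miR-126 arms follows from the removal of miR-126-3p from that list.

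DESeq2 called 109 precursors with unequal arms against 71, and it included all 71. Of the 109, 60 had more 5p against 40, and 49 had more 3p against 31. Without the replicate block, 91 were called, 49 with more 5p and 42 with more 3p. With mirrored entries counted once, 77 of 160 were called, 44 with more 5p and 33 with more 3p; of the 71, 68 could be tested and 67 were called. Leaving out one replicate gave 0 to 54 calls, 0 to 31 with more 5p and 0 to 23 with more 3p. The 0 was the fit without replicate 2, where the smallest adjusted p was 0.0544 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment) and 63 precursors had an unadjusted p under 0.05.

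Among single miRNAs and precursors, 11 values moved, all upward, and 7 adjusted p-values passed above the threshold, each in a fit with one replicate left out. The share of 3 counts in the smallest library, 4.52e-05%, limits what can be said of entries near 0, such as the epithelial list, whose value without replicate 3 was 0.000188%.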

Other observations

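Tests of strand, of Poisson error, of names of single-library entries and of red cell miRNAs were chosen after the results they measure were seen. The second form of the single-library counts, the cluster test without minor arms and the folds without a replicate were also chosen then. The design has 1 group, so no explanation by a difference between groups was tested.

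Some entries had nearly equal counts in every library. GENCODE places 24 pairs of listed entries on facing precursors of opposite strands, and 15 of them had identical counts in all 3 libraries. Among the 11 pairs with at least 1000 summed counts, the median Poisson chi-square over 3 libraries was 0.137, against 2.37 for independent counts. Of these, 6 pairs were closer than the lowest 5% of independent counts, where 0.55 pairs would be found, and this argues against separate transcripts of equal level from both strands. The 252 control pairs of entries that neighbour each other in rank had a median of 156, and 0 of them were as close. Over all 24 pairs, 5 differed by more than counting error. Among the 11, these were the miR-486 arms and miR-214-3p with miR-3120-5p. The other 3 had fewer counts. They were miR-24-1-5p with miR-3074-3p, at 83 against 0 and 29 against 0 in replicates 1 and 2 and 66 against 66 in replicate 3, miR-3155a with miR-3155b, and miR-3150a-5p with miR-3150b-3p. For the near-equal pairs, a candidate explanation is that reads were matched without regard to strand, so that one molecule was counted for both entries. These 5 pairs go against such matching for every facing pair, and mature coordinates that could show how far their sequences overlap were not used here. The 5 pairs and the near-equal ones not set by the naming rule were picked after their values were seen. The alternative that counted mirrored entries once left out 21 entries, which held 5.04% ± 0.116 (SD, n = 3) of the counts. They came from the 20 facing pairs under the log2 limit of 0.2 and from 1 identical pair not placed by GENCODE. The miR-486 arms were under that limit, at 0.162, although they differed by more than counting error.

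Many entries seen in a single library had more than a few counts there. Of 290 such entries, 213 had at least 10 counts and the median was 26. Poisson error would give 39.8 single-library entries (95% range 32 to 48), which argues against counting error alone. Most of them, 72.1%, carried known names, so the entries without known names do not account for most of the pattern, although 86.2% of those were seen in 1 library against 28.2% of known entries. If a few molecules were each amplified to many reads, variance would rise in proportion to the mean. Over mean counts of 30 to 3000, the slope of log variance on log mean was 1.13 (95% bootstrap interval 1.04 to 1.20, 351 entries), a test written before it was run for low and middle counts. Above that range the ratio of variance to mean rose from 149 at 3000 to 10000 to 563, 2039 and 4243 in the next 3 bins, with a coefficient of variation between 11.4% and 18.3% over these bins, so variance was not proportional to the mean there. Simulated amplified molecules gave 1.07 and a simulated constant coefficient of variation gave 1.86. A low number of starting molecules may therefore contribute to the spread of entries within this range, and does not describe the abundant ones. The simulated number of single-library entries did not match in either form that was tried. Without conditions, it was 28.3 for Poisson error, 88.6 (73 to 104) for a constant ratio of variance to mean and 142 (123 to 160) for amplified molecules. After that shortfall was seen, each entry was instead required to appear in at least 1 library, as it must to be listed, and the values became 39.8, 177 (163 to 192) and 322 (306 to 339). None of these ranges contains 290. Of the 290 entries, 15 had mean counts within the range of the slope, so the slope was measured almost wholly on other entries and whether few starting molecules underlie the single-library entries stays open.

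Members of one cluster of precursors differed widely. Over 32 clusters with 116 entries at a single locus, the median range within a cluster was 4.20 on the log2 scale. In 13 of these entries the more abundant arm has several loci and was left out, so that the minor arm stood for the precursor. Without them, 25 clusters with 96 entries had a median range of 3.36. The count of miR-99a-5p was 140 ± 31.4 times that of let-7c-5p (SD, n = 3), and both genes lie in introns of MIR99AHG. GC content of the part of the precursor that holds each arm, taken by cutting it in the middle, was tested as a cause. The within-cluster rank correlation of GC content and count was -0.0100, and the Pearson correlation was 0.0829 with a two-sided permutation p of 0.398. Without the minor arms these were -0.0171 and 0.0521, with a two-sided permutation p of 0.653. This argues against GC content as the main cause, with the limit that this part stands in for the mature sequence. Differences in ligation, processing, stability and export were not tested and stay open.

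The liver marker miR-122-5p held a share of 0.199% with a narrow spread. If it came from hepatocyte RNA, miR-192-5p and miR-194-5p were required, before their levels were seen, to lie within about 10-fold of it. They lay 12.5-fold and 112-fold below it, and 10.3-fold and 57.9-fold in the libraries where they came closest. The mean fold of miR-483-3p was 544, which rested on 10 counts in replicate 1 and was 127 without that library, and miR-885-5p was not among the listed entries. The fold of miR-192-5p is close to the limit. Red cell miRNAs carried over with serum were required to lie at or above it. Of the red cell list, miR-16-5p lay 4.76-fold, miR-451a 15.4-fold and miR-486-5p 17.7-fold below it, and miR-451a was 9.78-fold below without replicate 1. Replicate 3 alone had counts of miR-144-3p, 82.1-fold below it there. The other arm, miR-144-5p, was not in the red cell list and had 173, 1 and 2 counts in replicates 1, 2 and 3. Of the red cell list, only miR-92a-3p, also a member of the miR-17-92 list, lay above miR-122-5p, at 1.82 times its count. Most levels therefore lay outside the limits set for each source, but neither limit was measured on hepatocyte or serum RNA, so both sources stay open. No medium-only library was analysed here.

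The share of miR-1246 was 1.27% ± 0.211 (SD, n = 3). Its precursor shares a stretch of 19 nt with a U2 transcript, against a maximum of 12 and a median of 7 over the other precursors of 1878 compared. Fragments of U2 small nuclear RNA are a candidate source, but a mature miR-1246 would share the same 19 nt, so the sources cannot be told apart from counts.

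For the arm comparison, the labels of the arms were swapped in each library in turn. Of the 4 assignments, 1 gave as many calls, the real one with 71, and the other 3 gave 0. With 4 assignments the share cannot fall below 0.25, so this test alone decides nothing. In simulated counts, 0 unchanged precursors were called, at a simulated biological coefficient of variation of 0.4. The libraries had 142%, with a median of 241% at mean counts of 10 to 100. The simulation was therefore less variable than these libraries, and it does not settle whether chance could give the calls. The 6 named precursors were picked for their large ratios, so their distance from 0 does not bear on this.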
